A study of Mus musculus with 5 samples. Its data were reported in "CDCA7-associated global aberrant DNA hypomethylation translates to localized, tissue-specific transcriptional responses" (2024).

How the data were processed

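H3K4me3, a histone mark found at active and poised promoters, was profiled by native chromatin immunoprecipitation and sequencing in the cerebrum of E14.5 mouse embryos. There were 2 WT libraries and 2 libraries from homozygous Cdca7_G305V embryos. An input library served the authors as the control for peak calling, and no peak list belongs to it. Per the labels and the study's methods, nuclei were digested with micrococcal nuclease, precipitated with an antibody against H3K4me3 and sequenced as read pairs. The authors trimmed the reads with Trim Galore and aligned them to mm10 with Bowtie2 2.3.4.2. Peaks were called by the authors with MACS2 in each library on its own. A consensus set over the libraries and a list of differential peaks came from DiffBind at default settings, and peaks were annotated with ChIPseeker.

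The deposited peak lists hold positions in bp, the nearest transcript with its gene, and the distance to its start site. They hold no score, height, read number or q-value, so sequencing depth is unknown and no interval that needs it is given. A region missing from a list was not called at the authors' threshold, which is not the same as a region without the mark. Differences in depth or background between libraries can change how many weak regions are called and how wide each peak is. The authors' deposited table of differential peaks gives a direction for each peak and no fold change or adjusted p.

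The plan written before the data were examined allowed for scores and for a value per library at consensus peaks. Because the lists hold positions alone, model fits on such values, the stricter q-value threshold and the stricter thresholds on the differential peaks were not run. Ranking by q-value was replaced by ranking on peak width.

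Numbers of peaks, median widths and covered lengths were compared between genotypes with a two-sided exact permutation test over the 6 assignments of 4 libraries, whose smallest possible p is 0.333. Sharing was measured for the 6 pairs of libraries as the base-pair Jaccard index (shared length over combined length) and as the share of peaks overlapped by at least 1 bp. All peaks were merged into union regions at 1 bp of overlap. A region was called mutant-exclusive or WT-exclusive if both libraries of that genotype and neither library of the other genotype had a peak in it. The same count for the other 2 ways of pairing the libraries served as the reference for replicate error. Enrichment was tested with a two-sided Fisher's exact test against all union regions, with Benjamini-Hochberg adjustment over 50 tests and a threshold of 0.05. Neighbouring regions are not independent, so these p-values describe the lists rather than the animals. The clustered protocadherins were taken by gene name or by position from the first to the last start site with 1 kb on each side.

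For 24 gene lists fixed before the data were examined, members with a peak within 1 kb of a start site were counted in each library, using the gene the authors assigned to each peak. The lists covered Pcdha, Pcdhb and Pcdhg, other protocadherins, Hox genes, olfactory and vomeronasal receptors, keratins, Zfp genes, germline and imprinted genes, and the DNA methylation machinery. They also covered progenitor, neuron and cell cycle genes, markers of other cell types and housekeeping genes. The study had already reported H3K4me3 gains at Pcdha and Pcdhb from the same libraries. Gene identifiers of the 4 lists matched a RefSeq symbol for at least 99.9% of peaks.

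Covered length around start sites and over gene clusters was added after the data were seen, because positions are the only measurement in the lists. Start sites there were those of RefSeq curated transcripts of GRCm38, the assembly that mm10 names. A promoter with a coverage gap was one at which both libraries of a genotype exceeded both of the other by at least 250 bp within 1 kb of the start site. Near-identical copies were sought with BLAST+ 2.17.0 at 98% identity or more over at least 300 bp. CpG ratios (observed over expected) and repeat shares (soft-masked bases) were read from the assembly with pysam 0.24.0 and samtools 1.23.1. Their differences were tested with 100000 permutations and 10000 bootstrap resamples. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

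The code for exclusive regions was tested on 20000 simulated regions. It recovered 100% of 220 planted mutant-exclusive regions and 100% of 200 planted WT-exclusive regions, with 7 and 14 others arising by random dropout. Planted regions were exempt from dropout, so full recovery was set in advance and the run checked the code alone. Its false regions do not measure the error in the data, where other pairings of libraries gave 153 to 689 exclusive regions.

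Named genes followed a rule fixed beforehand. It took every peak of the authors' deposited table, protocadherin members with a promoter peak in both libraries of 1 genotype alone, and 8 exclusive regions per genotype outside the clusters. It also took up to 4 genotype-exclusive members of each other list or else the 2 members with the widest peaks, and Cdca7. Alternatives covered the overlap, chromosomes, list length, peak width, window, background, annotation and each library left out in turn. Nothing in the labels says whether replicates came from separate embryos. The exact permutation p-values over libraries therefore measure the spread between these samples, which may be technical. P-values of Fisher's exact tests and of the CpG and repeat comparisons are computed over regions and measure no spread between samples.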

Results

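The data comprised H3K4me3 peak lists from the cerebrum of E14.5 mouse embryos, with 2 WT libraries and 2 libraries from embryos homozygous for Cdca7_G305V. CDCA7 is a zinc finger protein that interacts in vitro with the chromatin remodeler HELLS. In mutant embryos the study saw no visible loss of HELLS from chromatin. The missense change in Cdca7_G305V models a form of immunodeficiency, centromeric instability and facial anomalies syndrome. The comparison asked whether a mark of active promoters changed in the mutant brain. WT replicates 1 and 2 had 23521 and 25528 peaks, and Cdca7_G305V replicates 1 and 2 had 26260 and 24079. The lists give no read numbers, so depth is unknown. Promoter peaks of the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were called in all 4 libraries, and none was called at Xist.

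Genome-wide, H3K4me3 peaks differed between the genotypes by less than the spread between replicates. The mean number of peaks was 25169.5 ± 1542 in the mutant and 24524.5 ± 1419 in WT (SD, n = 2 each, exact permutation p = 0.667). Peaks covered 39.1 ± 1.48 Mb in the mutant and 39.4 ± 1.37 Mb in WT (SD, n = 2 each, exact permutation p = 0.667). Promoters held 66.3 ± 2.42% of mutant peaks and 66.7 ± 2.15% of WT peaks (SD, n = 2 each). The Jaccard index averaged 0.819 over the 2 pairs within a genotype and 0.818 over the 4 pairs between genotypes, where it ranged from 0.807 to 0.829. Of 29708 union regions, 20293 (68.3%) were called in all 4 libraries. With 2 libraries per genotype the exact test cannot give a p below 0.333.

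The clearest difference lay in the clustered protocadherins, 3 neighbouring groups of genes on chromosome 18 that encode neuronal adhesion proteins. Promoter peaks were called at 13 of 14 Pcdha genes in each mutant library and at 10 in each WT library. Pcdhb genes had promoter peaks at 20.5 ± 0.707 of 22 members in the mutant and at 11.5 ± 0.707 in WT (SD, n = 2 each). At Pcdhg genes the counts were 20.5 ± 0.707 and 20 of 22. For Pcdha and Pcdhb every mutant library exceeded every WT library, which gave the smallest exact permutation p of 0.333 (adjusted p = 1 over 24 lists).

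Promoters called in both mutant libraries and in neither WT library were those of Pcdha1, Pcdha8, Pcdhb5, Pcdhb11, Pcdhb12, Pcdhb17 and Pcdhb21. No clustered protocadherin promoter showed the opposite pattern. Promoter peaks were called in all 4 libraries at 9 Pcdha, 8 Pcdhb and 20 Pcdhg genes. Peaks at the Pcdha8 promoter covered 1656 bp in mutant replicate 1 and 984 bp in mutant replicate 2. Those at Pcdha1 (269 and 468 bp), Pcdhb5 (443 and 443 bp) and Pcdhb12 (634 and 634 bp) were narrower. The authors' deposited table of differential peaks held Pcdha8, Pcdhb11, Pcdhb17 and Pcdhb21 but not Pcdha1, Pcdhb5 or Pcdhb12. With the wider 50% of each list, the mean number of Pcdhb promoters called was 2 in the mutant and 0 in WT. Pcdha4 had none by the assigned gene names, because its start site was assigned to the readthrough gene Gm37013.

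Pcdha and Pcdhb were also covered by H3K4me3 peaks over a greater length in both mutant libraries. Over Pcdha (chromosome 18, 36929285 to 37144678) they covered 20844 ± 5036 bp in the mutant and 7918 ± 648 bp in WT, a ratio of 2.63 (SD, n = 2 each, exact permutation p = 0.333). The Pcdhb interval (37263998 to 37519353) had 24893.5 ± 4125 bp covered in the mutant and 5406 ± 143 bp in WT, a ratio of 4.60 (SD, n = 2 each, exact permutation p = 0.333). For Pcdhg (37660775 to 37820546) the ratio was 1.06, within the spread between replicates, although peaks there numbered 37 ± 4.24 in the mutant and 27 ± 7.07 in WT (SD, n = 2 each, exact permutation p = 0.333). Over Pcdha there were 33 and 21 peaks in the mutant libraries and 11 in each WT library, with like mean widths (750 and 833 bp in the mutant, 738 and 821 bp in WT). Over Pcdhb there were 34 and 26 peaks in the mutant libraries and 11 and 13 in the WT libraries, and mean widths were greater in the mutant (820 and 845 bp) than in WT (482 and 424 bp).

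**Figure D1:**
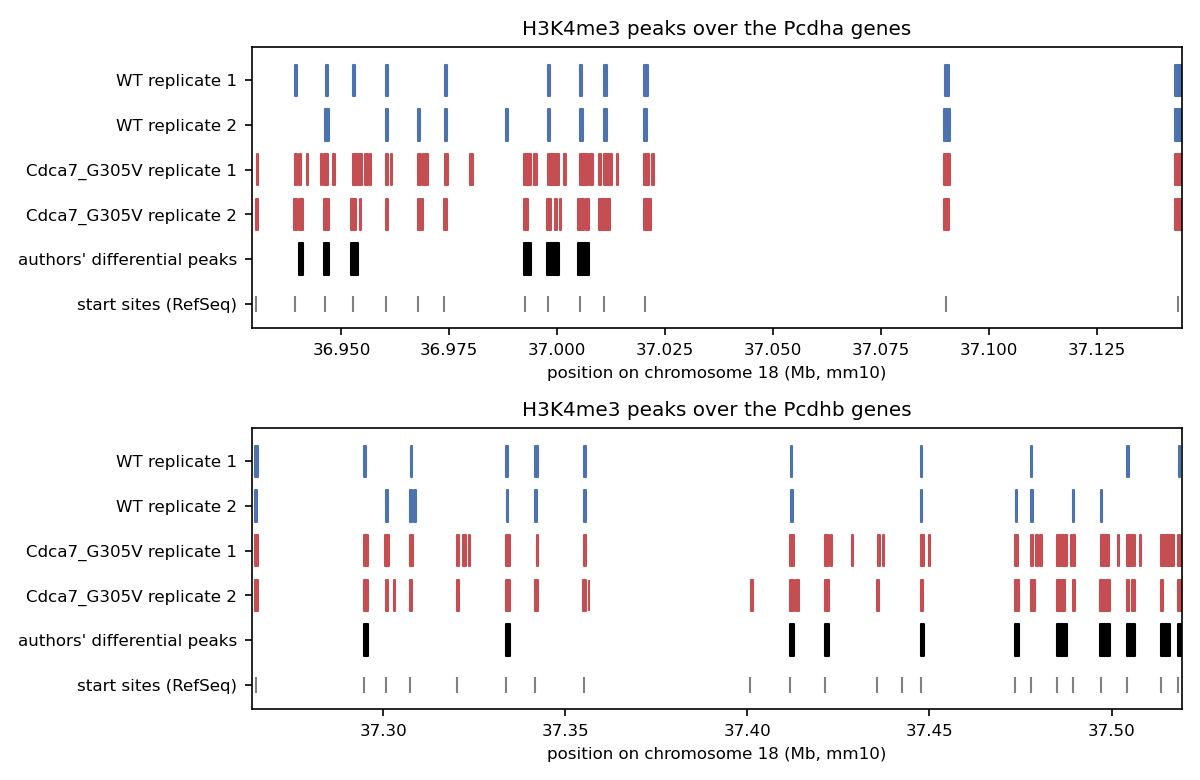
Called H3K4me3 peaks in each library along the Pcdha and Pcdhb genes (x axis, position on chromosome 18 in Mb), with the authors' differential peaks in black and RefSeq start sites as ticks. Both mutant libraries (red) show more peaks than both WT libraries (blue) over Pcdha and Pcdhb, while the last Pcdha start sites, those of Pcdhac1 and Pcdhac2, have peaks in all 4.

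Within 1 kb of the start site, both mutant libraries exceeded both WT libraries at 11 of 14 Pcdha genes and 16 of 22 Pcdhb genes. For a single gene, chance gives this order with a rate of 16.7%. Neighbouring genes share the same libraries and locus, so they are not independent and these counts give no p-value. At Pcdhg genes, 3 members had this order and 6 had the opposite one. The peaks around the Pcdhb17 start site (37485021) covered 1034 and 1048 bp in the mutant libraries and 0 bp in WT. Around Pcdha11 (37010858) they covered 1463 and 1648 bp in the mutant and 728 and 673 bp in WT. Pcdhac1 and Pcdhac2, the C-type isoforms of the Pcdha group, had means of 1211.5 and 1522.5 bp in the mutant and 1197 and 1583 bp in WT.

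The Hox clusters, which pattern the body axis and are silent in most forebrain cells, varied in H3K4me3 between libraries of the same genotype. Covered length over Hoxb was 20291 and 10074 bp in mutant replicates 1 and 2 and 3052 and 10714 bp in WT replicates 1 and 2. Mutant to WT ratios were 1.61, 2.21, 1.80 and 1.75 for Hoxa, Hoxb, Hoxc and Hoxd. For Hoxa, Hoxb and Hoxc the ranges of the 2 genotypes overlapped, and for Hoxd the lower mutant library was 1.10 times the higher WT library (exact permutation p = 0.333). The Hoxb ratio ran from 1.42 without WT replicate 1 to 4.97 without WT replicate 2. Hoxd8 and Hoxc6 had the widest Hox promoter peaks. That of Hoxd8 was 2323 and 2416 bp wide in the mutant libraries and 1419 and 1604 bp in WT, and that of Hoxc6 was 1918 and 1870 bp in the mutant and 1442 and 1453 bp in WT.

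**Figure D2:**
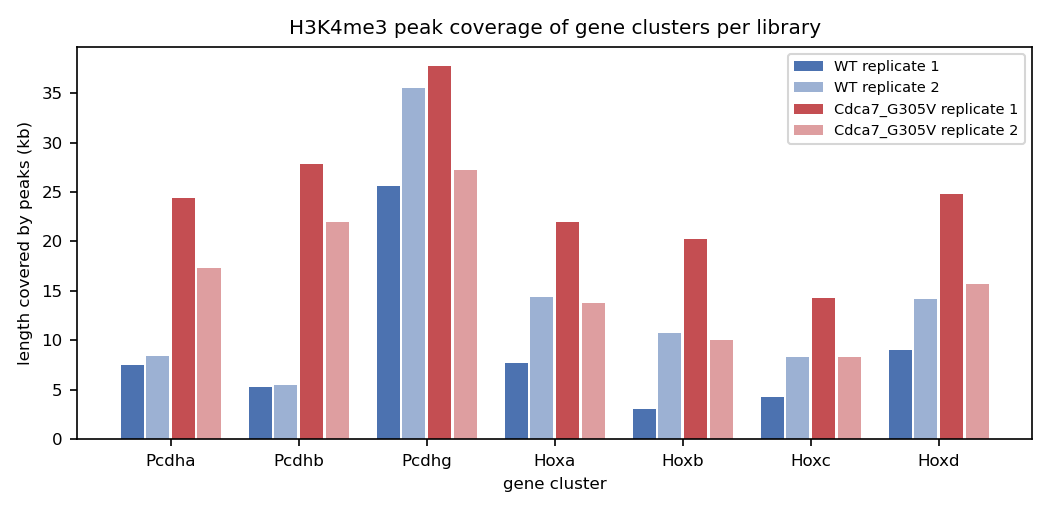
Length covered by H3K4me3 peaks (y axis, kb) in each gene cluster (x axis), with 1 bar per library. Pcdha and Pcdhb bars of both mutant libraries (red) stand above both WT bars (blue), whereas Pcdhg, Hoxa, Hoxb and Hoxc bars of the genotypes overlap and the Hoxd bars are close to doing so.

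Genotype-exclusive regions were about as frequent in both directions, and those of the mutant were enriched in the protocadherin clusters. There were 366 mutant-exclusive and 347 WT-exclusive regions. The other pairings of the libraries gave 153 to 689, and the largest set was shared by WT replicate 2 and Cdca7_G305V replicate 1, the libraries with most peaks. The total count was therefore within the spread between libraries. Of the mutant-exclusive regions, 12 lay in the clustered protocadherins, which held 127 of all union regions (odds ratio 8.62, Fisher's exact test, adjusted p = 3.08e-06). Pcdha held 6 (odds ratio 15.3, Fisher's exact test, adjusted p = 0.000166) and Pcdhb held 5 (odds ratio 11.0, adjusted p = 0.00269). Of the WT-exclusive regions 1 lay in these clusters, downstream of the Pcdhac2 start (37149058 to 37149588). In the other pairings the count was 0, 0, 0 and 2. The study had already reported gains at Pcdha and Pcdhb from the same 4 libraries, so this enrichment is not separate support for them. Among regions called in a single library, clustered protocadherins held 39 of 2315 in Cdca7_G305V replicate 1, 10 of 787 in Cdca7_G305V replicate 2, 0 of 794 in WT replicate 1 and 7 of 1613 in WT replicate 2.

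The widest mutant-exclusive Pcdh regions were at Pcdhb17 and Pcdhb18 (37484974 to 37487790), Pcdhb21 (37513624 to 37516108) and Pcdha8 (36992189 to 36993913). A single Pcdhg region, near Pcdhga6 (37709418 to 37710138), was mutant-exclusive. With only the wider 50% of each list, 2 clustered protocadherin regions were left and the enrichment no longer passed the threshold (Fisher's exact test, adjusted p = 0.424, against 5.47e-22 to 3.94e-05 in the 8 other alternatives). Without WT replicate 2 the odds ratio was 4.10 for all clusters, 5.75 for Pcdha and 7.17 for Pcdhb, each past the threshold. For Pcdha alone, peaks matched at 50% of the length of both left 4 regions (odds ratio 6.78, Fisher's exact test, adjusted p = 0.0480). The same number of widest peaks left 3 (odds ratio 11.1, Fisher's exact test, adjusted p = 0.0330). Over all alternatives the adjusted p ran from 1.24e-11 to 0.424 for Pcdha and from 3.73e-11 to 0.424 for Pcdhb. Against the authors' consensus peaks the odds ratios were 13.7 for all clusters, 26.5 for Pcdha and 20.6 for Pcdhb, and that of Pcdhb was 20.9 with the same number of widest peaks. Against regions called in exactly 2 libraries the odds ratio for all clusters was 20.1. The number of mutant-exclusive regions was 627 without WT replicate 1, 1113 without WT replicate 2, 1215 without Cdca7_G305V replicate 1 and 2734 without Cdca7_G305V replicate 2. In the same order, WT-exclusive regions numbered 2012, 1188, 843 and 656.

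**Figure D3:**
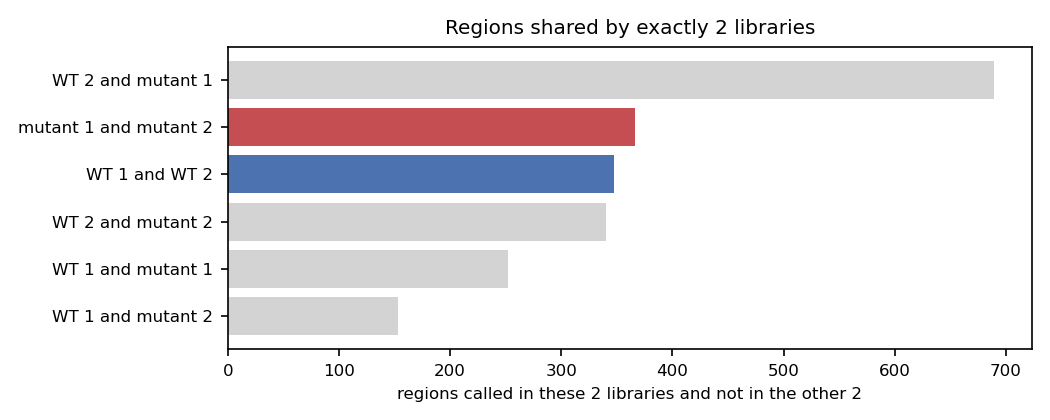
Number of union regions (x axis) called in exactly the 2 libraries named on the y axis. The pair of mutant libraries (366, red) and the pair of WT libraries (347, blue) lie below the 689 regions shared by WT replicate 2 and mutant replicate 1.

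Outside the protocadherins, the 8 widest mutant-exclusive regions were assigned to 9230102O04Rik, Tbx3os2, Trmt61a, Alpk1, Dlx6os1, Setbp1, Lhx1 and Gpr50. The first was a promoter peak on chromosome 2 (9883955 to 9885063) of 1079 and 1057 bp in the mutant libraries. The Lhx1 region lay 1374 bp from the start site of this LIM homeobox gene (chromosome 11, 84519579 to 84520693). In WT such regions were assigned to Calcrl, 1810007C17Rik, Etv1, Csrnp3, Degs1, Mef2c and Maml2, among others. The Calcrl region was intronic (chromosome 2, 84386798 to 84387763), with peaks of 966 and 848 bp. The Mef2c region, at an annotated start of this neuronal transcription factor gene (chromosome 13, 83529650 to 83530645), had peaks of 619 and 996 bp. Such regions occurred at a like rate when libraries of different genotypes were paired, so none is shown to depend on genotype.

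Markers of neighbouring brain regions also appeared among mutant-exclusive regions. The list for choroid plexus, thalamus, midbrain and hindbrain held 5 of them, at Gbx2 and Pax2 (odds ratio 5.40, Fisher's exact test, adjusted p = 0.0390). The pairing of WT replicate 2 with Cdca7_G305V replicate 1 held 7 regions of this list, with an odds ratio of 4.07. Among mutant-exclusive regions the odds ratio of this list was 3.77 and 6.21 without WT replicates 1 and 2. It was 2.90 and 1.87 without Cdca7_G305V replicates 1 and 2, so its size depended on single libraries. With the wider 50% of each list it was 2.91 (Fisher's exact test, adjusted p = 0.932). Peaks matched at 50% of the length of both gave 4.45 (Fisher's exact test, adjusted p = 0.0244). The same number of widest peaks gave 7.18 (Fisher's exact test, adjusted p = 0.0158). Hox genes held 5 mutant-exclusive regions (odds ratio 4.22, Fisher's exact test, adjusted p = 0.0834) and 10 in that other pairing. The Hox odds ratio was 2.86 and 5.09 without WT replicates 1 and 2. It was 5.08 and 7.78 without Cdca7_G305V replicates 1 and 2. Among alternatives that kept all 4 libraries, the Hox enrichment passed the threshold with the same number of widest peaks (odds ratio 6.28, Fisher's exact test, adjusted p = 0.0207). It did not pass with the wider 50% of each list (odds ratio 13.0, 2 regions, Fisher's exact test, adjusted p = 0.326). Nor did it with peaks matched at 50% of the length of both (odds ratio 2.36, Fisher's exact test, adjusted p = 0.402). At promoters, the list of neighbouring brain regions had 10 of 11 members called in every library.

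The authors' deposited table listed 21 differential peaks, 19 with a gain and 2 with a loss in the mutant. Of the peaks in the authors' deposited table, 17 lay in the clustered protocadherins, 6 in Pcdha and 11 in Pcdhb, and all 17 were gains. In the consensus set, 71 of 24198 peaks (0.293%) lay there (Fisher's exact test, p = 6.58e-41). The protocadherin peaks of the authors' deposited table were at Pcdha2, Pcdha3, Gm37013, Pcdha8, Pcdha9, Pcdha10, Pcdhb2, Pcdhb6, Pcdhb10, Pcdhb11, Pcdhb14, Pcdhb15, Pcdhb17, Pcdhb19, Pcdhb20, Pcdhb21 and Pcdhb22. In the library lists, 6 of these had a peak in all 4 libraries and 5 in both mutant libraries alone. At 16 of the 17, peaks covered more of the region in both mutant libraries than in both WT libraries, the exception being Pcdha3. The 17 were selected as gains in the same libraries, so neither this nor the Fisher's exact test on them is separate support.

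The authors' deposited table held 4 other peaks. A gain assigned to Rhou lay on chromosome 8 (123621458 to 123622633), and another assigned to 1600014C10Rik lay in intergenic sequence on chromosome 7 (38200537 to 38201328). Losses in the authors' deposited table were assigned to 4930467E23Rik on chromosome 8 (19979767 to 19980838) and to Begain, which encodes a brain guanylate kinase-associated protein, on chromosome 12 (109033003 to 109033879). Called peaks covered 693 and 876 bp of the Begain region in the WT libraries and 0 and 287 bp in the mutant libraries. The gain at 1600014C10Rik was not visible in peak width, with 699 and 680 bp in WT and 683 and 672 bp in the mutant.

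Promoter peaks of most other gene lists were the same in number in both genotypes. All 13 radial glia and progenitor markers, 7 intermediate progenitor markers, 11 excitatory neuron markers and 16 cell cycle genes had a peak in every library. Sox2 and Pax6, transcription factors of neural progenitors, had peaks of 19109.8 ± 352 and 18880.2 ± 2624 bp (SD over the 4 libraries). Those of Insm1 and Eomes were 7367 ± 1247 and 5667.5 ± 476 bp, and those of the cortical neuron factors Tbr1 and Bcl11b were 13545.8 ± 217 and 11044.8 ± 759 bp (SD over the 4 libraries). Fbxo5 and Plk1, regulators of mitosis, had 4045 ± 122 and 3584.5 ± 501 bp (SD over the 4 libraries). Inhibitory neuron markers were called at 8.5 ± 0.707 of 11 genes in the mutant and 9.5 ± 0.707 in WT (SD, n = 2 each), with Dlx6 at 15042.5 ± 2559 bp. Dlx1 was named for a peak in WT replicate 2 alone, and with any RefSeq start site all 11 genes had a peak in every library.

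The DNA methylation machinery was called at 15 of 17 genes in every library. Cdca7 itself had a promoter peak of 3864 and 5185 bp in the WT libraries and 5723 and 4979 bp in the mutant libraries, and Tet3 had 4257 ± 49.9 bp (SD over the 4 libraries). Imprinted genes were called at 22 of 27 members in each mutant library and at 22 ± 1.41 in WT (SD, n = 2), with Peg3 at 6091.5 ± 268 bp and Gnas at 5650 ± 163 bp. Germline genes, which DNA methylation keeps silent in somatic tissue, were called at 2.5 ± 0.707 of 20 members in both genotypes (SD, n = 2 each), Brdt and Dazl among them. Among non-clustered protocadherins 10 of 12 were called in each mutant library and 9 in each WT library. The difference was Pcdh7, with peaks of 1134 and 1022 bp in the mutant libraries and none in WT by the assigned gene. With any RefSeq start site, 11 of the 12 genes were called in every library.

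Zfp genes were called at 337 ± 1.41 of 401 members in the mutant and 336.5 ± 0.707 in WT (SD, n = 2 each), led in width by Zfp608 and Zfp503. Olfactory receptors had 1.5 ± 0.707 of 1111 members called in the mutant and 1 in WT, Olfr94 in all 4 libraries and Olfr658 in 1. Vomeronasal receptors had 1.5 ± 0.707 of 350 and 1, with Vmn2r29 in all 4 libraries and Vmn2r30 in 1. Keratins had 7.5 ± 0.707 of 54 and 7, with Krt10 and Krt1 the widest. Hox promoters were called at 32 ± 5.66 of 39 members in the mutant and 25 ± 7.07 in WT (SD, n = 2 each, exact permutation p = 0.667), a difference of 7. That difference was 2 without WT replicate 1, 12 without WT replicate 2, 3 without Cdca7_G305V replicate 1 and 11 without Cdca7_G305V replicate 2.

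Promoter counts for markers of other cell types differed between the genotypes by 0.5 or less. None of 10 microglia and macrophage genes, such as Aif1 and C1qa, had a promoter peak in any library, and erythroid genes were called at 2 of 8 members in every library, Klf1 among them. Endothelial and pericyte genes were called at 5.5 ± 0.707 of 9 members in both genotypes (SD, n = 2 each), Kdr and Flt1 with the widest peaks. Meningeal and mesenchymal genes had 6.5 ± 0.707 of 9 in the mutant and 7 in WT, led by Prrx1 and Foxc1. In the list of neighbouring brain regions Lhx9 and Otx2 had the widest peaks. Glial genes had 5 of 8 in the mutant and 4.5 ± 0.707 in WT, with Olig2 and Olig1 called in every library. Housekeeping genes were called at 14 of 15 members in every library. The Tubb5 peak was 5504 and 5718 bp wide in the mutant libraries and 3847 and 4264 bp in WT, and that of Actb was 4535 ± 652 bp (SD over the 4 libraries).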

Values the study reported

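The study's own H3K4me3 comparison of the cerebrum gave 21 peaks, and the Pcdha and Pcdhb clusters held 17 of these. For the same tissue it also reported higher expression of clustered Pcdh genes from single-nucleus RNA sequencing. Pcdha promoters it tested had less DNA methylation, and variable Pcdha isoforms bound more of the transcriptional regulator CTCF. The repressive mark H3K27me3 was gained at the clustered Pcdh genes and lost at the Hox clusters. The study described the Pcdhg cluster as hardly affected, and it did not see higher expression of Hox cluster genes.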

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

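The alternatives by peak width, list length and transcript set, the background of regions called in exactly 2 libraries, all those on covered length, and leaving out a library for peak number and for sharing were chosen after seeing the data. The labels give no meaning to the replicate numbers, and deviations in covered length of libraries with the same number had a correlation of -0.0779 over 29708 regions. With the replicate number as a block, the geometric mean of the coverage ratios was 2.60 for Pcdha (3.27 and 2.06 in the 2 pairs) and 4.57 for Pcdhb (5.24 and 3.99), and such pairs cannot give an exact p below 0.5. Differences of means between genotypes are the same with and without this block. Alternatives by q-value, by FDR and by values at consensus peaks were not run, since the lists hold none of these, and depth limits how many weak regions were called to an extent that cannot be measured here. Enrichment of the clustered protocadherins among mutant-exclusive regions kept its direction in all 9 alternatives. It ended with the wider 50% of each list, which left 2 regions, at odds ratios of 6.99 for all clusters, 12.9 for Pcdha and 22.6 for Pcdhb. Against regions called in exactly 2 libraries no odds ratio could be given for Pcdhb, since all 5 such regions were mutant-exclusive. Counts of exclusive regions fell with the wider 50% of each list to 153 for the mutant and 85 for WT. With 1 library left out they ranged from 627 to 2734 for the mutant and from 656 to 2012 for WT, because a single library then sets the call. The mean difference in peak number ran from -445.5 to 1736 with 1 library left out, so it had no fixed direction. Within-genotype minus between-genotype sharing (percentage points) ran from -0.618 to 1.53 in the same way. The mutant minus WT difference in promoters called was 3.5 for Pcdha with any RefSeq or GENCODE start site. For Pcdhb it was 2 with the wider 50% of each list and 10.5 with the same number of widest peaks, and for Pcdhg it was -1 with the wider 50%. The Pcdha coverage ratio was 3.42 with the wider 50% of each list, where WT had 0 bp over Pcdhb and the mutant libraries 7649 and 2268 bp. At a gap of 500 bp, 12 promoters of protocadherins by gene name were wider in the mutant. For these promoter and coverage values the cause was not tested. For the 21 other gene lists, 175 of 189 mutant minus WT differences under alternatives stayed within the replicate SD of the difference at main settings.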

Other observations

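The test of peak number and the test at matched CpG ratios of Pcdha and Pcdhb were chosen only after the results were seen, as was the count of promoters with a coverage gap. At 101 genes both mutant libraries covered at least 250 bp more around a start site than both WT libraries, and 19 of these were clustered protocadherins, counted by gene name at every setting. Gm37013 (637 bp), a readthrough gene in the Pcdha interval that starts beside Pcdha4, was not among the 19. At 93 genes WT was wider, with 0 clustered protocadherins among them. Other pairings of the libraries gave 29 to 168 genes with at most 2 clustered protocadherins. Apart from the protocadherins, the largest gaps in the mutant were at the transcription factor gene Foxb1 (1065 bp), Foxa2 (1049 bp), B230323A14Rik (906 bp, next to Foxb1) and Lhx5 (869 bp), all named after their values were seen. In WT the largest were at Rnu1a1 (727 bp) and Gm33887 (625 bp). Without WT replicate 1, WT replicate 2, Cdca7_G305V replicate 1 or Cdca7_G305V replicate 2, the genes wider in the mutant numbered 214, 427, 260 and 496, with 23, 26, 22 and 28 clustered protocadherins. Those wider in WT numbered 482, 333, 334 and 317, with 2, 1, 5 and 0. At a gap of 500 bp, 25 genes were wider in the mutant (12 clustered protocadherins) and 2 in WT (0). With a 2.5 kb window the balance turned to 244 (27) and 297 (1), and with GENCODE start sites to 135 (17) and 145 (0).

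H3K4me3 peak coverage over Pcdha and Pcdhb was wider in both mutant libraries. A larger number of called peaks argues poorly for this, since Cdca7_G305V replicate 2 had fewer peaks than WT replicate 2 and still covered 2.83 times as much of these clusters, against 0.944 times as much of the genome. Reads shared between paralogs were tested by searching for near-identical copies, and 0% of the 11 mutant-exclusive regions there had one of at least 98% identity over 300 bp. For a gain at all sequence of similar CpG content, shares of mutant-exclusive regions were compared. At matched CpG ratios 1.33% of regions outside the clusters were mutant-exclusive, against 13.8% in Pcdha and Pcdhb (exact 95% interval 7.07 to 23.3%, with neighbouring regions taken as independent). A region with a WT peak cannot be mutant-exclusive, however. Of all union regions 68.3% were called in all 4 libraries, against 44 of 127 in the clustered protocadherins. The shares therefore cannot tell whether regions already marked elsewhere gained H3K4me3, and this explanation stays open. A local effect of the mutation may underlie the pattern, as a hypothesis found and tested on the same 4 libraries. Depth, background, embryo stage and the dissected tissue of each library stay untested. On the tissue, markers of neighbouring brain regions had an odds ratio of 5.40 among mutant-exclusive regions (Fisher's exact test, adjusted p = 0.0390). That ratio was 3.77 and 6.21 without WT replicates 1 and 2, and 2.90 and 1.87 without Cdca7_G305V replicates 1 and 2. It was 2.91 with the wider 50% of each list (Fisher's exact test, adjusted p = 0.932). In the pair of WT replicate 2 and Cdca7_G305V replicate 1 it was 4.07.

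Of the authors' differential peaks, 4 lay outside the clustered protocadherins. Sequence present in several copies was found at 1 of the 4, the gain assigned to Rhou, which had 8 near-identical copies elsewhere and lay nearest to the 5S ribosomal RNA gene n-R5s149. The peaks at 1600014C10Rik, 4930467E23Rik and Begain had 0 such copies. For the Rhou peak a difference in copy number between animals was not tested, and 1 peak of 4 is too few to tell for the set.

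Mutant-exclusive regions outside the clustered protocadherins were compared with WT-exclusive ones for 2 possible effects of lost DNA methylation. Their median CpG ratio was higher by 0.0186 (95% bootstrap interval -0.0202 to 0.0427, permutation p = 0.337, 354 and 346 regions). Their mean repeat share differed by -1.36 percentage points (95% bootstrap interval -3.85 to 0.975, permutation p = 0.263). Outside the clusters another pairing of the libraries gave up to 687 such regions, so most of these can be replicate error, and a narrow interval around 0 decides neither effect. A gain at CpG-rich sequence and one at repeats both stay open.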
